A study of Haloferax volcanii with 30 samples. Its data were reported in "TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response" (2022).

How the data were processed

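Haloferax volcanii H26, the parent strain (wt), and its oxsR deletion mutant (ΔoxsR) were compared with and without sodium hypochlorite (NaOCl) by RNA sequencing. OxsR is a transcription factor of haloarchaea that binds DNA under hypochlorite stress. Cells in glycerol minimal medium received 1.5 mM NaOCl or water only (mock, the untreated groups) for 1 h, and total RNA was extracted and depleted of rRNA. The 30 libraries were strand-specific and fell, per the labels, into 4 groups and 2 batches, with replicate numbers up to 4 in each group and batch.

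The authors trimmed the reads, removed rRNA reads, aligned the rest to the DS2 genome and counted them per gene. The submitters' processing notes name FastQC 0.11.9, cutadapt 1.18, Bowtie2 2.3.4.3, SAMtools 1.9, HTSeq 0.11.0, DESeq2 1.32.0 and bcl2fastq, the last with no version. The strand setting of the counting was not found in the sources used here, nor was the assembly version named for the RNA reads. The deposited counts are whole numbers per gene, not normalised, and these counts are what was tested. A second deposited file holds log2-scale values of the same libraries, which equalled a blind regularised log2 transformation of the counts to within 8e-14, apart from 4 rRNA genes left out by the authors. That file was used for this check alone.

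The count file lists 3915 genes, of which 18 had no count in any library. Locus tags of 3817 genes matched the reference gene table (assembly ASM2568v1), which gave gene symbols and neighbours and no coordinates for the text. The 97 unmatched identifiers held 0.275% of the counts and stayed in the tests under the identifiers of the file. Near-identical gene copies could not be examined for shared reads, since no genome sequence was used. Library totals ran from 943349 to 7244000 counts. Intervals and the floor of 3 counts used where a gene had none cover counting error only.

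Each replicate number was present in both batches. A rule set before the data were examined took libraries of 1 group with the same number as 1 culture if their deviations from the group and batch means correlated by more than 0.1 on average and above those of different numbers. Same-number libraries correlated by 0.764, 0.781, 0.758 and 0.528 on average across genes (wt untreated, wt NaOCl, ΔoxsR untreated, ΔoxsR NaOCl), and different numbers by -0.254, -0.247, -0.372 and -0.164. Counts were therefore summed to 15 cultures, 4 per group except for 3 in ΔoxsR untreated, and the culture was the replicate (n). Deviations were taken from the means over the numbers, so positive same-number values bring negative different-number values. The different-number values thus gave no separate test. The repeats were not identical, with a chi-square per degree of freedom of 3.86 to 44.8 within a culture and 36.7 to 298 between cultures. Nothing in the labels states that the numbers are separate cultures, so the p-values measure the spread between these numbers.

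Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filtering by expression, robust quasi-likelihood F test) in a single fit of the 4 groups, and 3826 genes passed the filter. A gene was called with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study. The verbs rose and fell are used for called genes. The contrasts tested were NaOCl against mock in each strain, ΔoxsR against wt in NaOCl and in mock, and the strain by treatment interaction. Levels are TMM-normalised CPM (mean ± SD over cultures), and log2 fold changes are given ± SE. The responses of the strains were also set against each other by an orthogonal slope across genes.

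Gene lists with at least 5 tested members were tested against all other genes with camera on voom values (limma 3.58.1) with a preset inter-gene correlation of 0.01 and again with an estimated one, adjusted over the 36 lists tested. The 23 genes beside high OxsR ChIP peaks, the 7 of them with a CG-rich motif and the 7 genes measured by qRT-PCR in the study were fixed before the data were examined and come from other cultures. The qRT-PCR list includes oxsR itself, deleted in the mutant, and the reference gene HVO_1015, so it is not a list of target genes alone. The bound genes are the loci of the study's table of high peaks, which is shorter than the number of such genes given in its text. Lists by product name, fixed at the same time, could not be applied because the reference table holds no product names. In their place 42 lists by gene symbol, RNA type or replicon were written after the identifiers and the shares of the most abundant genes had been seen and before any test between groups. Lists by symbol hold only genes that the reference names by a chosen symbol or locus tag. They may therefore cover a pathway or complex only in part, with its other genes among those tested against. Genes were named by a rule fixed beforehand, which took oxsR, HVO_1360, HVO_1015, HVO_0039, pyrE2, the 23 OxsR-bound genes, and the genes beside oxsR and beside a second-site mutation of the mutant. It also took up to 4 members per called list and, per comparison, the 10 largest rises and falls among called genes with at least 10 CPM and no overlap between the groups.

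The same steps were tested on simulated counts with 200 changed genes. Here a gene counted as recovered at an adjusted p under 0.05 with the right sign, and false calls used the same p. The fold threshold for called genes was not applied. At log2 changes of 1 and 2 they recovered 22.0% and 87.9% of changed genes for the wt response among 3815 genes, with 0.909% false calls. For ΔoxsR against wt in NaOCl among 3816 genes these values were 20.0%, 78.8% and 2.0%, and for the interaction 6.0%, 40.4% and 4.17%. Alternatives were DESeq2 1.42.0, other scaling factors, no filter, a test against a 2-fold change, single batches, libraries as replicates, a replicate block, removal of rRNA and tRNA genes, the groups of a contrast alone, and each culture left out in turn. Added after the data were seen were leaving out both NaOCl cultures numbered 4, whose oxsR counts went against their labels, leaving out the abundant rnpB and ffs RNAs, and testing the gene lists and named genes with each culture left out. Up to 100 other splits of the cultures were fitted for each model result.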

Results

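Transcript levels were measured across the Haloferax volcanii genome in wt (strain H26) and ΔoxsR cells that received 1.5 mM NaOCl or water for 1 h. The 30 libraries were taken as 15 cultures by the rule above, with n = 4 for wt untreated, 4 for wt NaOCl, 3 for ΔoxsR untreated and 4 for ΔoxsR NaOCl. The study divided each starting culture into a NaOCl and a mock flask, so a culture here stands for 1 flask. The labels do not say which flasks belong together, and they were not paired outside the replicate block. Summed counts per culture were 10748300 ± 1677190 (mean ± SD) in wt untreated, 7218680 ± 2205880 in wt NaOCl, 10283200 ± 1430430 in ΔoxsR untreated and 5230810 ± 2406310 in ΔoxsR NaOCl. Structural RNAs held a larger share of the counts in the NaOCl groups. The RNase P RNA (rnpB) held 14.4 ± 3.63% of the counts in wt untreated and 29.5 ± 7.26% in wt NaOCl, and 12.0 ± 1.59% and 35.5 ± 3.66% in the ΔoxsR groups. The signal recognition particle RNA (ffs) held 4.51 ± 1.96% and 14.5 ± 6.59% in wt and 3.54 ± 0.445% and 19.6 ± 5.93% in ΔoxsR. The S-layer glycoprotein gene csg held between 2.60 ± 1.02% (wt untreated) and 6.99 ± 3.57% (ΔoxsR NaOCl). The pyrE2 gene, deleted in both strains, had 0 counts in every library.

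The deleted gene itself, oxsR (HVO_2970), was counted in each library. In unscaled CPM (counts over the library total, without TMM factors) it had between 165 and 315 in wt without NaOCl and between 27.3 and 137 in the wt NaOCl cultures numbered 1 to 3. The 6 ΔoxsR cultures other than ΔoxsR NaOCl replicate 4 had 0 oxsR counts among 43760175. Both NaOCl cultures numbered 4 had oxsR counts that went against their labels. The culture labelled wt NaOCl replicate 4 had 0 counts in libraries of 1843547 and 2984413 counts, with upper 95% exact limits of 2.00 and 1.24 CPM. At the lowest rate of the other wt NaOCl cultures, 27.8 CPM, 134 counts would have been found. The culture labelled ΔoxsR NaOCl replicate 4 had 42 and 128 oxsR counts, or 16.1 (95% exact interval 11.6 to 21.8) and 23.7 (19.8 to 28.2) CPM. All cultures are kept under their labels in what follows, and the counts without both of these cultures, a choice made after their values were seen, stand beside those of each comparison.

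**Figure D1:**
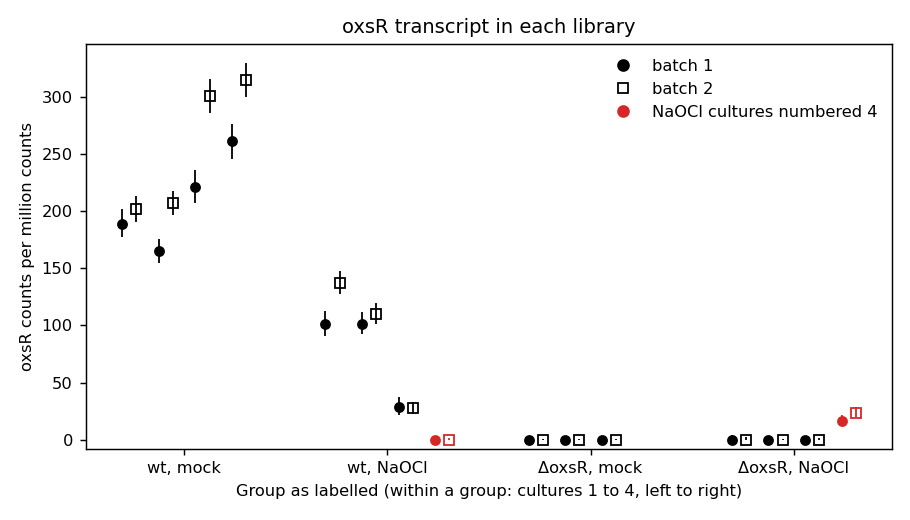
Counts of the deleted gene oxsR (HVO_2970) in unscaled CPM in each of the 30 libraries, with 95% exact counting intervals, by group and replicate number. Filled circles are batch 1, open squares batch 2, and red marks the NaOCl cultures numbered 4, where the one labelled wt has 0 counts and the one labelled ΔoxsR has 16.1 and 23.7 CPM.

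In wt cells, NaOCl went with lower transcript levels of genes for making purines, arginine, lysine and branched-chain amino acids and with higher levels of genes for superoxide and peroxide defence, thiol chemistry and xylose use. As labelled, these lists were called with the preset correlation and not with an estimated one. Of the purine synthesis genes, 10 of 11 fell and none rose (median log2 fold change -2.52), among them purE (-4.41 ± 0.23, n = 4 per group), purQ (-4.39 ± 0.26) and purD (-2.48 ± 0.24). All 9 genes of arginine and lysine synthesis fell (median -1.95), with argC at -2.72 ± 0.28 and lysA, the diaminopimelate decarboxylase gene, at -2.29 ± 0.20. In branched-chain amino acid synthesis 7 of 9 fell and 1 rose (median -2.22), and ilvD, the dihydroxy-acid dehydratase gene, went from 3131 ± 1329.9 to 139.5 ± 32.0 CPM. Cobalamin synthesis had 7 falls among 12 genes (median -1.37; cbiT -2.78 ± 0.53), histidine synthesis 3 among 9 (-0.51; hisB -1.37 ± 0.19) and aminoacyl-tRNA synthetases 4 among 15 (-0.70; proS -1.34 ± 0.20), with no rise in these lists. Without both NaOCl cultures numbered 4, the cobalamin, histidine and synthetase lists had 8, 4 and 5 falls (medians -1.75, -0.67 and -0.87). The wt NaOCl cultures 1 to 4 had 7.17, 8.64, 21.6 and 45.2 CPM of cbiT. Tryptophan synthesis had 2 falls among 7 (-0.80, adjusted p = 0.108) and was not called.

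Rises in wt included 4 of 5 genes of peroxide and superoxide defence (median 1.74). The superoxide dismutase gene sod (HVO_A0475) went from 672 ± 100.3 to 4974 ± 1270.2 CPM (log2 fold change 2.89 ± 0.26), the peroxiredoxin gene bcp had 1.74 ± 0.19, and dpsA, which encodes an iron-storing DNA-protecting protein, had 2.02 ± 0.45. Of the thiol relay and disulfide genes 9 of 11 rose (median 2.78), among them the thioredoxin gene trxA (HVO_0964; 4.47 ± 0.32) and HVO_1244 (3.60 ± 0.49). Xylose genes rose in 7 of 8 cases (median 3.04), with xacF (HVO_B0039) going from 31.9 ± 3.91 to 353 ± 148 CPM, and 16 of 39 transfer RNA genes rose (median 0.95). On the pHV4 plasmid 234 of 521 genes rose and 46 fell (median 0.86), and on pHV1 28 of 59 rose and 8 fell (median 0.93), while 11 of 22 pseudogenes rose and 1 fell (median 0.81). Genes of the main chromosome went both ways, with 563 rises and 676 falls among 2817 (median -0.12), and this median was 0.03 with upper-quartile scaling.

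Among the largest rises in wt were those of HVO_A0611, from 4.22 ± 0.690 to 553 ± 231 CPM (131-fold), HVO_1621 (96.2-fold), HVO_1612 (66.0-fold) and HVO_1041 (58.3-fold). The largest falls were those of HVO_0493, from 3563 ± 1099.8 to 79.3 ± 14.5 CPM (44.9-fold), HVO_0943 (43.6-fold), HVO_2723 (36.4-fold) and HVO_2037 (28.3-fold). Of the 23 genes beside OxsR peaks, 15 rose and 3 fell (18 when adjusted over the list alone), with a median of 1.81 and adjusted p = 0.108 for the list. Of the 7 with the CG-rich motif, 6 rose (6 when adjusted over the list alone; median 3.83), and of the 7 genes used for qRT-PCR in the study 3 rose. HVO_1031 went from 135 ± 24.8 to 3998 ± 2985 CPM (log2 fold change 4.89 ± 1.36), and the TrmB-family gene HVO_1360, a relative of oxsR, from 95.1 ± 25.2 to 1270.0 ± 1070.2 CPM (3.74 ± 0.87, adjusted p = 0.00199). The wt NaOCl cultures 1 to 4 had 6161, 6450.02, 3334 and 48.8 CPM of HVO_1031, and 2201, 2172, 548 and 159 CPM of HVO_1360. With both NaOCl cultures numbered 4 left out, HVO_1031 had 5.31 ± 0.33, HVO_1360 4.11 ± 0.77 and the bound list a median of 2.07 (adjusted p = 2.28e-04, and 0.207 with an estimated correlation). The motif list then had adjusted p = 1.83e-04 (0.0345), beside 0.108 (0.692) as labelled, and the thiol list 3.54e-05 (0.0345). The qRT-PCR reference HVO_1015 had a log2 fold change of -0.18 ± 0.21 (adjusted p = 0.491).

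The edgeR test called 1782 of 3826 genes in wt, 987 up and 795 down, and 1807 without both NaOCl cultures numbered 4, of which 1640 were shared. Batches 1 and 2 alone gave 1748 and 1696. For the lists, camera gave adjusted p = 3.98e-06 for purine synthesis (0.136 with an estimated correlation), 1.61e-04 (0.278) for arginine and lysine, and 0.00272 (0.493) for branched-chain amino acids. It gave 0.0157 (0.644) for cobalamin, 0.0445 (0.201) for histidine and 0.0192 (0.674) for the synthetases. For lists with a positive median, adjusted p was 0.0474 (0.201) for peroxide and superoxide defence, 0.0157 (0.644) for thiol genes and 0.0113 (0.496) for xylose. It was 0.0439 (0.525) for transfer RNAs, 0.0447 (0.193) for pseudogenes, 0.0474 (0.695) for pHV1 and 3.73e-06 (0.0573) for pHV4. It was 6.54e-06 (0.00198) for the main chromosome, the single list called either way. In each comparison camera sets that list (2817 of 3826 genes) against the remaining genes, mostly of the plasmids. Its call is therefore not independent of the plasmid lists. The call of the peroxide and superoxide list was lost without wt untreated replicate 1, wt NaOCl 3 or ΔoxsR NaOCl 2, 3 or 4 (adjusted p up to 0.0557). That of pseudogenes was lost without wt untreated 4 (0.0539), and that of pHV1 without wt untreated 1 or 2, wt NaOCl 1 or 2 or ΔoxsR NaOCl 2 or 4 (up to 0.0983; lowest median 0.61). Upper-quartile scaling moved the median of all genes by 0.15, and changes are relative to the TMM scale.

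**Figure D2:**
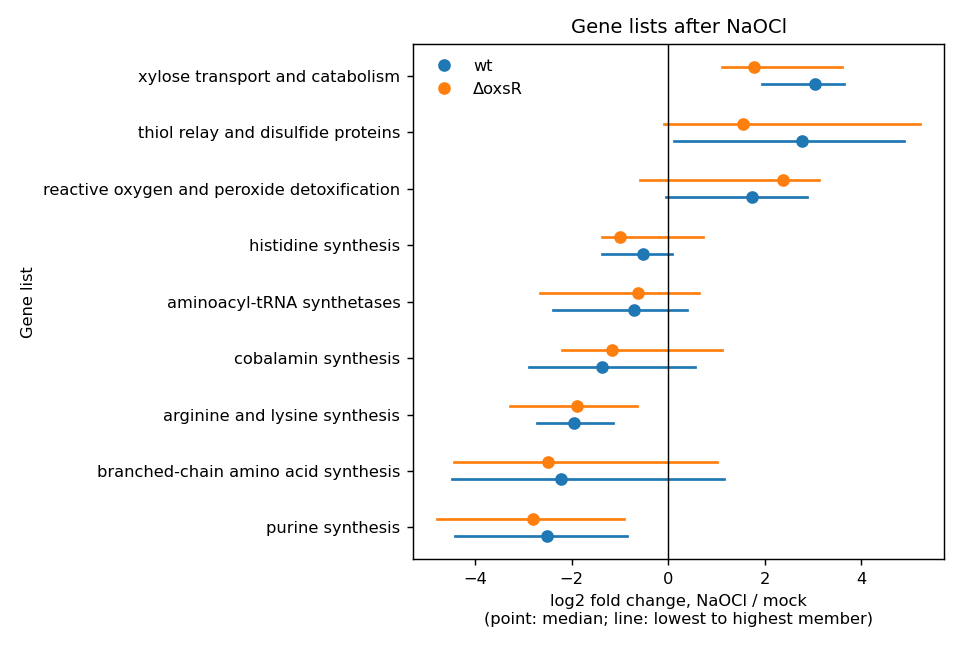
Median log2 fold change (NaOCl against untreated) of gene lists in wt (blue) and ΔoxsR (orange), with lines from the lowest to the highest member. Purine synthesis lies at -2.52 in wt and -2.81 in ΔoxsR.

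In ΔoxsR cells, NaOCl likewise went with lower levels of genes for making purines, arginine, lysine and branched-chain amino acids and higher levels of peroxide defence and xylose genes. Purine synthesis had 10 falls among 11 genes (median -2.81; purE -4.25 ± 0.24, n = 3 untreated and 4 NaOCl cultures, purS -4.79 ± 0.32). Arginine and lysine synthesis had 8 falls among 9 (-1.90; argC -2.83 ± 0.29), and branched-chain amino acid synthesis 7 falls and 1 rise among 9 (-2.48; ilvD from 2583 ± 1102 to 119 ± 5.71 CPM). Histidine synthesis had 5 falls among 9 (-1.01, adjusted p = 0.0664) and tryptophan synthesis 3 among 7 (-0.91, 0.0739), neither list called. In peroxide and superoxide defence 4 of 5 rose (2.39), with sod (HVO_A0475) at 3.12 ± 0.30 and dpsA at 2.55 ± 0.52, and 5 of 8 xylose genes rose (1.78; xacF HVO_B0039 3.61 ± 0.34). Transfer RNA genes had 19 rises and 1 fall among 39 (median 1.07), and aminoacyl-tRNA synthetases 3 falls among 15 (median -0.62; leuS -1.42 ± 0.29). On pHV3, 108 of 351 genes rose and 49 fell (median 0.47), on pHV4 197 of 521 rose and 52 fell (0.72), and on the main chromosome 539 of 2817 rose and 660 fell (-0.13, or 0.05 with upper-quartile scaling).

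Among the largest rises in ΔoxsR were those of HVO_1621, from 18.1 ± 1.90 to 2043 ± 1056 CPM (113-fold), HVO_A0611 (66.6-fold), yciH (HVO_B0284; 55.9-fold) and trxA (HVO_0964; from 19.6 ± 2.24 to 735 ± 201 CPM). Among the largest falls were those of HVO_0493 (-5.32 ± 0.38), HVO_0943 (-4.97 ± 0.32) and HVO_0976 (-4.83 ± 0.29). Of the 23 OxsR-bound genes 8 rose and 2 fell (10 when adjusted over the list alone; median 1.09, adjusted p = 0.623), and of the 7 with the CG-rich motif 3 rose (median 2.27). Without both NaOCl cultures numbered 4, 5 of the 23 rose and 4 fell, with a median of 0.12 (adjusted p = 0.807), and of the 7 with the motif 1 rose and 1 fell (median 0.13, adjusted p = 0.753). As labelled, HVO_1438 had 3.54 ± 1.27 and trxA (HVO_1342) 3.34 ± 1.29, and without ΔoxsR NaOCl replicate 4 these were 0.88 and 0.22 and not called. HVO_2859, a bound gene, went from 77.1 ± 6.34 to 199.8 ± 35.6 CPM (1.37 ± 0.21). Among the thiol genes 4 of 11 rose (median 1.56, adjusted p = 0.0951), and 3 without both cultures numbered 4 (median 0.12, adjusted p = 0.211).

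In ΔoxsR, edgeR called 1664 of 3826 genes, 882 up and 782 down, and 1634 without both NaOCl cultures numbered 4, of which 1565 were shared. Batches 1 and 2 alone gave 1611 and 1576. The camera test gave adjusted p = 4.22e-06 for purine synthesis (adjusted p with an estimated correlation 0.130), 1.83e-04 (0.249) for arginine and lysine, 0.00117 (0.372) for branched-chain amino acids, 0.0376 (0.190) for peroxide and superoxide defence and 0.0131 (0.424) for xylose. It gave 0.0316 (0.424) for transfer RNAs, 0.0475 (0.768) for the synthetases, 0.0376 (0.816) for pHV3, 1.02e-04 (0.130) for pHV4 and 1.02e-04 (0.00508) for the main chromosome. Calls were lost for the synthetases without wt NaOCl replicate 1 or 2, ΔoxsR untreated 3 or ΔoxsR NaOCl 2 (adjusted p up to 0.11), and for peroxide and superoxide defence without ΔoxsR NaOCl 2 (0.0510). They were also lost for transfer RNAs without ΔoxsR untreated 2 or ΔoxsR NaOCl 2 (up to 0.0571), and for pHV3 without ΔoxsR untreated 2 or 3 or ΔoxsR NaOCl 1, 3 or 4 (up to 0.187; medians from 0.31 to 1.08) or without both cultures numbered 4 (0.0588). The xylose median was 3.05 without ΔoxsR untreated 1. Upper-quartile scaling moved the median of all genes by 0.17.

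The responses of the strains were alike in direction for the genes called in both. Among the 1382 genes called in both strains, 744 rose in both, against 228 for independent calls, 638 fell in both, against 162, and none moved in opposite directions. HVO_0493, for example, had -5.49 ± 0.38 in wt and -5.32 ± 0.38 in ΔoxsR, purE -4.41 ± 0.23 and -4.25 ± 0.24, and HVO_1621 6.59 ± 0.41 and 6.81 ± 0.48. A further 400 genes were called in wt alone and 282 in ΔoxsR alone, which does not show that their responses differed. Across all tested genes the orthogonal slope of the ΔoxsR on the wt response was 0.953 (jackknife SE 0.0802) with r = 0.912, and 88.1% of genes changed with the same sign. Genes are not independent replicates, so no p is attached. Without both NaOCl cultures numbered 4 the slope was 0.913, and in batches 1 and 2 alone it was 0.965 and 0.951.

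**Figure D3:**
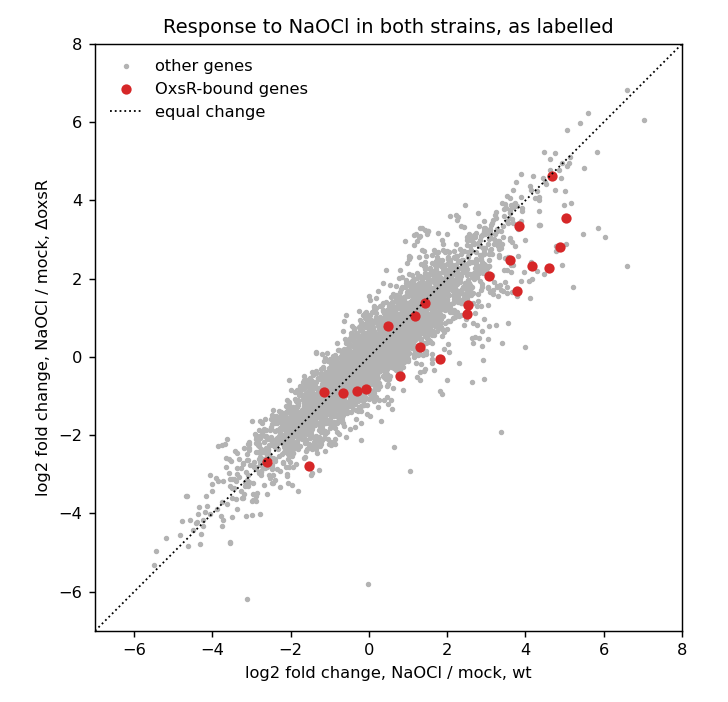
Log2 fold change with NaOCl in ΔoxsR against that in wt for each tested gene (grey), with OxsR-bound genes in red and a dotted line of equal change; oxsR itself is left out. The orthogonal slope is 0.953.

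The comparison of ΔoxsR with wt in NaOCl asks which transcripts under stress depend on OxsR. The genes beside OxsR peaks had lower levels in ΔoxsR NaOCl cultures, with 21 of 23 lower and a median at 40.5% of wt as labelled (log2 difference -1.30; mean reduction 47.7%, median reduction 59.5%). HVO_1043 had 1125 ± 881 CPM in wt and 136 ± 212 in ΔoxsR (log2 difference -3.04 ± 1.11, n = 4 per group), HVO_1031 -2.77 ± 1.23, HVO_0337 -2.08 ± 0.87 and HVO_A0618 -2.21 ± 0.67, but edgeR called no single gene. All 7 genes with the CG-rich motif were lower (median -1.46), as were 10 of 11 thiol relay and disulfide genes (median -1.08), 6 of which are also in the bound list. Higher in ΔoxsR were the 8 of 8 ribosomal protein genes held by the symbol list, which need not be all such genes (median 0.99, with rpl12p at 967 ± 890.0 and 3379 ± 2413 CPM). So were 11 of 12 cobalamin genes (0.88). Also higher were 7 of 8 fructose genes (0.44), 5 of 5 siderophore genes (0.41) and 274 of 351 pHV3 genes (0.34). The cobalamin genes cbiT, cobJ and cobM and the siderophore genes rhcB, rhcC, rhcD and rhcE lie on pHV3, so these lists overlap. The wt NaOCl cultures 1 to 4 had 252, 286, 1205 and 2127 CPM of rpl12p, and those of ΔoxsR 2974, 467, 6326 and 3748. For cbiT these values were 7.17, 8.64, 21.6 and 45.2 in wt and 53.1, 16.9, 68.0 and 52.2 in ΔoxsR. ΔoxsR NaOCl 2 thus lay within the wt range in both.

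Between the strains in NaOCl, edgeR called 0 of 3826 genes as labelled, with 412 at an unadjusted p under 0.05, and DESeq2 called 10, all lower in ΔoxsR, among them the bound gene HVO_A0618 (adjusted p = 0.0497). Each batch alone called 0 genes, with the bound genes at a median of 45.5% and 40.1% of wt (adjusted p = 4.67e-06 and 1.80e-06). Adjusted over the list alone, 7 of the 23 bound genes and 4 of the 7 with the motif were called. The camera test gave adjusted p = 2.80e-06 for the bound genes, 2.85e-04 for those with the motif, 0.00130 for thiol genes, 0.00115 for ribosomal proteins, 2.85e-04 for cobalamin, 0.0296 for fructose, 0.0118 for siderophores, 7.95e-09 for pHV3 and 0.0554 for the qRT-PCR genes. The qRT-PCR list holds the deleted gene oxsR, which the deletion itself lowers. With an estimated correlation the adjusted p was 0.574 for each of the called lists. Left-out cultures changed these results, since 17 genes were called without wt NaOCl replicate 4 and the call of the fructose list was lost without ΔoxsR NaOCl replicate 2 (adjusted p = 0.0532). Without ΔoxsR NaOCl 4 the medians of the motif and thiol genes were -4.11 and -2.04, and without wt NaOCl 4 those of ribosomal proteins and cobalamin 1.50 and 1.36. Over all left-out cultures the medians ran from 0.26 to 0.68 for fructose, 0.17 to 0.91 for siderophores and 0.19 to 0.55 for pHV3.

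Without both NaOCl cultures numbered 4, OxsR-bound genes made up 12 of the 54 genes called between the strains in NaOCl. Of these 54, 52 were lower in ΔoxsR, oxsR itself among them, and 796 genes had an unadjusted p under 0.05. HVO_1031 had 5735 ± 1856 CPM in wt and 66.9 ± 10.2 in ΔoxsR (log2 difference -6.42 ± 0.39, 85.9-fold lower, n = 3 per group, adjusted p = 7.05e-07). HVO_1438 had -5.79 ± 0.39, HVO_1043 -5.59 ± 0.44, HVO_1612 -5.10 ± 0.44, HVO_1041 -4.70 ± 0.36, HVO_0337 -4.03 ± 0.44, HVO_A0618 -3.56 ± 0.40, HVO_0198 -4.68 ± 0.39 and the thioredoxin gene trxA (HVO_1342) -4.59 ± 0.31. Both genes that were higher are pccA, which encodes a propionyl-CoA carboxylase subunit (70.0 ± 24.3 and 162 ± 29.3 CPM, adjusted p = 0.0230), and ahaH, an ATP synthase subunit gene (16.7 ± 3.20 and 41.0 ± 14.7 CPM, 0.0328). Of the 23 bound genes 12 fell (15 when adjusted over the list alone), 22 were lower and the median was at 24.6% of wt (adjusted p = 1.28e-21, and 0.00187 with an estimated correlation). The 7 genes with the motif all fell, to a median of 4.41% of wt (8.95e-18 and 4.40e-04), and 6 of 11 thiol genes fell (1.20e-12 and 0.00159).

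**Figure D4:**
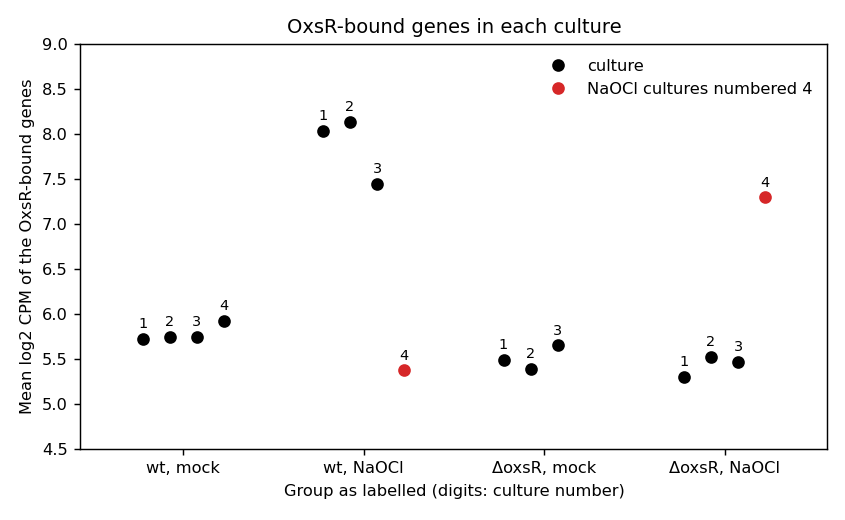
Mean log2 CPM of the 23 OxsR-bound genes in each culture, by group as labelled. The NaOCl cultures numbered 4 lie at 5.37 (labelled wt) and 7.29 (labelled ΔoxsR), and the other wt NaOCl cultures between 7.44 and 8.13.

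In untreated cells the deleted gene oxsR (HVO_2970) had 230.01 unscaled CPM in wt and 0 counts over the ΔoxsR group, at least 2365-fold lower against a floor of 3 counts over the group (0.0972 CPM). The genes beside it, thrC and HVO_2971, had 272 ± 58.5 and 30.3 ± 1.74 CPM in wt (n = 4) and 193 ± 22.0 and 36.6 ± 3.43 in ΔoxsR (n = 3). Their log2 differences of -0.49 ± 0.32 and 0.27 ± 0.20 were not called. The bound gene HVO_0198 had 110.4 ± 16.9 and 34.6 ± 2.84 CPM, and 17 of 23 bound genes were lower (median -0.12, adjusted p = 0.156). Genes of the plasmid pHV3 were higher in ΔoxsR for 276 of 351 (median 0.34), of pHV1 for 50 of 59 (0.31) and of xylose use for 7 of 8 (1.19; xacC 1.71 ± 0.487 and 3.53 ± 2.40 CPM). Xylose genes such as xacC lie on pHV3, so the xylose and pHV3 lists overlap. The median of the main chromosome was -0.04, or 0.01 with upper-quartile scaling. HVO_B0327 and HVO_B0328, which flank the second-site mutation of the mutant, had log2 differences of -0.12 ± 0.37 and 1.36 ± 0.63, neither called.

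Between the untreated strains edgeR called 0 of 3826 genes, with 101 at an unadjusted p under 0.05, and oxsR (HVO_2970) had an adjusted p of 0.913. DESeq2 called 3 genes, oxsR (HVO_2970, adjusted p = 3.66e-21), HVO_B0177 (log2 difference 3.87) and HVO_B0337 (4.33). Levels of HVO_B0337 were near 0 in wt untreated cultures 1 to 4 (0.157, 0.0761, 0 and 0.0700 CPM). In ΔoxsR untreated 1 to 3 they were 2.92, 1.38 and 0.364 CPM. Without both NaOCl cultures numbered 4, edgeR called oxsR (HVO_2970; adjusted p = 4.73e-05), and a fit of the untreated groups alone called oxsR and HVO_0198 (log2 difference -1.67, adjusted p = 0.0136). The camera test gave adjusted p = 2.70e-16 for pHV3 (adjusted p with an estimated correlation 0.558), 5.54e-09 (0.558) for pHV1, 0.00524 (0.558) for xylose and 2.26e-09 (1.80e-04) for the main chromosome. All 4 list calls were lost without ΔoxsR untreated replicate 1, where the medians were 0.05, 0.06, 0.23 and -0.02 and adjusted p was 0.138, 0.138, 0.714 and 0.109 (pHV3, pHV1, xylose, main chromosome). That of xylose was also lost without wt untreated 4. The bound genes had adjusted p = 2.74e-06 without both NaOCl cultures numbered 4 (0.0916 with an estimated correlation), the motif genes 2.64e-06 (0.0136) and the thiol genes 1.23e-04 (0.0360). The untreated cultures were the same with and without this pair. The medians stayed at -0.12 (bound), -0.35 (motif) and -0.29 (thiol) in both fits. The lower p thus came with leaving NaOCl cultures out of the shared fit, not with a larger difference.

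The interaction asks whether the response to NaOCl differed between the strains. The difference between the log2 responses (ΔoxsR minus wt) was negative for 21 of 23 OxsR-bound genes (median -1.03), and for 7 of 7 with the CG-rich motif (-1.27). HVO_1043 had -2.32 ± 1.52, HVO_0337 -2.10 ± 1.23, HVO_0251 -1.88 ± 0.73 and HVO_A0618 -1.86 ± 0.95, none called as labelled. The difference was positive for 11 of 12 cobalamin genes (median 0.65; cobD 0.86 ± 0.44) and 7 of 7 thiamine genes (0.42; thiE 0.66 ± 0.50), and negative for 49 of 59 pHV1 genes (-0.42). Without both NaOCl cultures numbered 4, the difference was called for 36 genes, 9 of them bound by OxsR and all 36 negative, among them HVO_1031 (-5.73 ± 0.45), HVO_1043 (-4.88 ± 0.51), HVO_0337 (-4.05 ± 0.54), HVO_A0618 (-3.21 ± 0.50) and trxA (HVO_1342; -4.00 ± 0.37).

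As labelled, edgeR called an interaction for 0 of 3826 genes, with 94 at an unadjusted p under 0.05, and DESeq2 for 1, oxsR (HVO_2970). That positive value (25.4) rests on the 170 oxsR counts of the culture labelled ΔoxsR NaOCl replicate 4, since the other ΔoxsR cultures had none. It is therefore not read as a response of the deleted gene. The camera test gave adjusted p = 0.00158 for the bound genes (adjusted p with an estimated correlation 0.753), 0.0153 (0.753) for those with the motif, 0.0153 (0.753) for cobalamin, 0.0395 (0.708) for thiamine and 2.01e-05 (0.753) for pHV1. The call of the bound genes was lost without ΔoxsR NaOCl replicate 2 (0.0578), that of the motif genes without wt NaOCl 3 or ΔoxsR NaOCl 2 (up to 0.152). That of cobalamin was lost without wt NaOCl 1 or ΔoxsR NaOCl 3 (up to 0.0760), and that of thiamine without wt untreated 2, wt NaOCl 4, ΔoxsR untreated 2 or 3 or ΔoxsR NaOCl 1 (up to 0.0703) or without both cultures numbered 4 (0.0725). Without ΔoxsR NaOCl 4 the median was -1.56 for the bound and -3.60 for the motif genes, and over all left-out cultures it ran from 0.32 to 1.21 for cobalamin and from -0.71 to -0.18 for pHV1. In batches 1 and 2 alone the bound genes had medians of -1.08 and -1.01 (adjusted p = 0.00172 and 0.00129). Without both NaOCl cultures numbered 4, 9 of the 23 bound genes were called (14 when adjusted over the list alone; median -1.88, adjusted p = 5.46e-22, and 0.00216 with an estimated correlation). So were 5 of the 7 with the motif (median -4.00; 1.34e-19 and 2.69e-04) and 5 of 11 thiol genes (median -1.98; 2.66e-12 and 0.00176).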

Values the study reported

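The study reported 1,928 differentially expressed genes in the parent and 1,839 in ΔoxsR under hypochlorite. For 27 genes found by ChIP-seq, the study gave an average reduction of transcript abundance of 67% in ΔoxsR relative to wt under hypochlorite, with a median of 62%.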

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

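The tests of leaked reads, mixed cells, exchanged labels, spread, a single culture, plasmid copies and splits without the cultures numbered 4 were chosen only after the result was seen, and the matched draws for pHV3 and the splits of all cultures before. Of 453 sets of cultures examined, 30 had a culture far from the other 3, where chance gives about 1 in 20. A set was 1 named gene, or the total counts or the rnpB or ffs share, in 1 group of 4 cultures. ΔoxsR untreated, with n = 3, was not examined. The sets are not independent, and the 30 were not tested against that rate.

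The NaOCl cultures numbered 4 stood apart in oxsR (HVO_2970) and in OxsR-bound genes, in opposite directions. The culture labelled wt lay low (log2 CPM) in oxsR at -2.24, HVO_0040 at 3.99, HVO_0198 at 7.12, HVO_1031 at 5.62, HVO_1043 at 3.70 and trxA (HVO_1342) at 7.24. The culture labelled ΔoxsR lay high in oxsR at 5.02, HVO_0040 at 8.42, HVO_1031 at 11.1, trxA (HVO_1342) at 12.5 and HVO_1438 at 9.82. Outside the bound genes, the culture labelled wt also lay low in HVO_1123 at 7.14, HVO_1366 at 3.48 and HVO_2929 at 10.6.

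For the oxsR (HVO_2970) counts of the cultures numbered 4, reads leaking between libraries are argued against by the 0 oxsR counts summed over the other 6 ΔoxsR cultures. Wt cells mixed into the culture labelled ΔoxsR leave unexplained the other culture, which sits at -0.0233 on a scale from the other ΔoxsR (0) to the other wt (1) NaOCl cultures over the bound genes. An exchange of the labels of these cultures, which may have come about at any step, was in line with the bound genes being 1.92 log2 units higher in the culture labelled ΔoxsR than in the one labelled wt (SD 0.374 and 0.118 among the other cultures). Labels were not exchanged in any result. A change of expression cannot give reads of a deleted gene, as in the culture labelled ΔoxsR, and a biological cause of the 0 counts in the culture labelled wt was not tested.

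No gene was called by edgeR between the strains in NaOCl (10 by DESeq2), although OxsR-bound genes such as HVO_1031 and HVO_1043 lay lower in ΔoxsR. The cultures numbered 4 may have widened the spread within both strains, since 54 genes were called without this pair and 0 without both cultures numbered 1, 2 or 3. A real count of 0 genes cannot be set against chance by the 35 splits of the 8 cultures, since each gives at least 0, but the split of ΔoxsR 1, 3 and 4 with wt 4 against the rest gave 974 genes, which points to a structure of the cultures other than their labels. For the camera p of the bound genes, 11 of 35 splits were as small as the real 1.56e-07, and the smallest, 4.16e-29, came from the split that puts wt NaOCl replicate 4 with ΔoxsR 1, 2 and 3. Without the pair the 10 splits are too few for a share under 0.05, with 975 genes in the highest other split (2 splits with at least the real 54) and, for the bound genes, 2.31e-06 beside the real 3.55e-23 (1 split as small).

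Genes of pHV3 were higher in untreated ΔoxsR than wt, by a median of 0.34. Main-chromosome genes of matched level did not show such a difference, with an upper bound of 0.0634 over 1000 matched draws beside 0.339. The draws took genes singly, while pHV3 genes moved together (estimated correlation 0.253). The bound is therefore too narrow for such a set and cannot decide on low counts. The difference was in line with a single culture, as the median was 0.0545 without ΔoxsR untreated replicate 1. More copies of the plasmid in that culture and a change of transcription cannot be told apart, since the 83.5% of pHV3 genes above the mean of the other untreated cultures were counted in a culture picked for the difference. A biological difference between the strains stays open and was not tested further.

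The other cultures far from the rest are given as values. In wt NaOCl replicate 3, HVO_2723 lay high at 2.01 log2 CPM, and leuD and purE lay low at 6.60 and 4.24. In ΔoxsR NaOCl replicate 1, HVO_1124 lay low at -0.21 log2 CPM and the rnpB share was 41.0%, against 33.5 to 34.1% in the others. In wt untreated replicate 2, HVO_1166 and HVO_1244 lay high at 3.38 and 4.96 log2 CPM. In ΔoxsR NaOCl replicate 2, thrS, dpsA, hisD, argC and thiE lay low at 6.44, 14.2, 6.53, 5.80 and 3.51 log2 CPM, and HVO_C0043 high at 4.87. In wt untreated replicate 3, cbiT and cobM lay low at 6.89 and 6.44 log2 CPM, and in wt NaOCl replicate 1 ptsH1 (HVO_1497) at -0.18.

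The responses of 5 gene lists differed between the strains by the camera interaction test with the preset correlation, with median differences of -1.03 for OxsR-bound genes, -1.27 for those with the CG-rich motif, 0.65 for cobalamin synthesis, 0.42 for thiamine synthesis and -0.42 for pHV1. With an estimated correlation 0 of them were called (adjusted p from 0.708 to 0.753). With the splits of the 8 NaOCl cultures chance could not be excluded for this count, since 49 of 70 splits gave at least the real 5 lists, with 14 in the highest other split. For the bound genes 21 of 70 splits gave a camera p as small as the real 8.79e-05, the smallest being 1.86e-30 for the split that puts ΔoxsR NaOCl replicate 4 with wt NaOCl 1, 2 and 3. Without the cultures numbered 4 the 20 splits are too few for a share under 0.05, with 6.90e-25 as the smallest other p beside the real 1.52e-23 (2 splits as small).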

How the results depend on the processing

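Leaving out both NaOCl cultures numbered 4, leaving out the rnpB and ffs RNAs, and leaving out each culture for gene lists and named genes were chosen only after the data were seen. The genes called in either strain with NaOCl stayed within 1.5 times under every alternative except the test against a 2-fold change (1094 in wt and 890 in ΔoxsR), which is stricter by construction. Between the strains in NaOCl, 127 genes were called with the 30 libraries as replicates with batch and 127 without batch, 10 with DESeq2 and 54 without both NaOCl cultures numbered 4, against 0. Between the untreated strains, the counts were 10 with libraries and batch, 11 without batch, 3 with DESeq2, 2 with the groups of the contrast alone and 1 without the pair, against 0. For the interaction they were 1 with DESeq2 and 36 without the pair, against 0. Libraries as replicates take repeats of 1 culture as independent, and the part of the pair was tested apart; for DESeq2 and the groups alone the cause was not tested. With an estimated correlation 1, 1, 0, 1 and 0 lists were called (wt, ΔoxsR, strains in NaOCl, strains untreated, interaction) in place of 14, 10, 8, 4 and 5. Untreated lists numbered 7 with the replicate block and 8 without the pair, and interaction lists 9 without the pair; the cause was not tested. Each starting culture was divided into a NaOCl and a mock flask, but the labels do not say that the numbers mark these. Deviations of same-number cultures correlated by -0.138 to 0.129 between NaOCl and mock and by -0.305 to 0.735 between strains, so not every pair was over 0.1, and 0, 1, 0 and 0 pairs (wt, ΔoxsR, NaOCl, untreated) were each other's best match. The block therefore stands only here (1638, 1420, 0, 0 and 0 genes, slope 0.956).

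Over the fits that each leave out 1 culture, genes called ranged from 1687 to 1827 (wt), 1525 to 1740 (ΔoxsR), 0 to 17 (strains in NaOCl, 17 without wt NaOCl replicate 4), 0 to 0 (untreated) and 0 to 0 (interaction). The slope ranged from 0.927 to 1.01, the bound genes' interaction from -1.56 to -0.85 and their level in ΔoxsR NaOCl from 30.6% to 50.2% of wt. Lists called ranged from 12 to 17, 7 to 11, 8 to 13, 0 to 7 and 4 to 9, with 13 without ΔoxsR NaOCl replicate 2, 0 and 7 without ΔoxsR untreated 1 and 3, and 9 without wt NaOCl 3 or 4 or ΔoxsR NaOCl 2 (8 without wt NaOCl 2 or ΔoxsR untreated 1 or 3). The rise of oxsR (HVO_2970) in ΔoxsR went to 0 without ΔoxsR NaOCl replicate 4 (range 0 to 9.90) and without the pair, since the remaining cultures had no count. Of 320 values for named genes, 280 kept their side of the thresholds without the pair, 304 with the block, 314 with DESeq2, 319 with RLE factors, and 309 and 314 in batches 1 and 2. Direction was compared only for values called in either fit, so an uncalled value may have changed sign. Depth limits weak genes, since the library totals of ΔoxsR NaOCl began at 943349 and 1 count there is over 1 CPM.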

Other observations

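The genes and runs named here were chosen only after their values were seen, while the lists were written before any test between groups and the splits of all cultures before the data were examined. Splits without the cultures numbered 4 were also chosen only after the data were seen. The glycine cleavage genes fell together in NaOCl, too few to be tested as a list. In wt and ΔoxsR, gcvT had log2 fold changes of -3.31 ± 0.41 and -3.07 ± 0.43, gcvH -2.60 ± 0.47 and -2.54 ± 0.50, and all 4 of these genes were called in both strains (medians -2.72 and -2.64). In phenylacetate degradation 4 of 4 tested genes rose in wt and 3 of 4 in ΔoxsR (paaK 3.30 ± 0.35 and 2.84 ± 0.38), and in histidine degradation 4 of 4 rose in each strain (hutG 1.53 ± 0.31 and 1.86 ± 0.35). Heme synthesis had 4 falls among 6 genes in wt (hemL -1.86 ± 0.19; list adjusted p = 0.111), and siderophore synthesis 3 rises and 1 fall among 5 (0.553). Of 8 chaperone and heat shock genes 2 rose in wt, among them hsp14 HVO_0451 (2.42 ± 0.32 in wt, 2.70 ± 0.37 in ΔoxsR). The structural RNAs rnpB and ffs rose in both strains, rnpB by 1.61 ± 0.48 and 2.60 ± 0.56 and ffs by 2.28 ± 0.60 and 3.57 ± 0.72 on the log2 scale. Protein-coding genes held a mean of 80.8% of the counts in wt untreated and 55.5% in wt NaOCl libraries, and 84.1% and 44.7% in ΔoxsR. These levels are relative, so a rise of rnpB and ffs and a loss of other transcripts cannot be told apart.

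Among the 54 genes called between the strains in NaOCl without both cultures numbered 4, several lay side by side on the genome. Runs of at least 3 were HVO_0208 to HVO_0212, HVO_0252 to HVO_0254, HVO_1040 to HVO_1043, HVO_1242 to HVO_1244, HVO_1438 to HVO_1442, HVO_1610 to HVO_1612, HVO_1972 to HVO_1974 and HVO_A0616 to HVO_A0618. The number of such runs was not tested against chance. The 10 genes that DESeq2 called as labelled, among them HVO_0209 (log2 difference -2.81) and HVO_1612 (-3.29), were all among the 54.

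Other splits of the cultures were fitted for each result of a model. For the genes called with NaOCl in wt, 1 of 35 splits (the real one) gave as many as 1782, and the highest other gave 0. In ΔoxsR 1 of 35 gave as many as 1664. The highest other, 1051, put ΔoxsR NaOCl replicate 2 with the untreated cultures. A share of 1 of 35 is the smallest these splits can give, so it lies under 0.05 but does not exclude chance. For the lists called the shares were over 0.05. Of 35 splits, 3 reached the real 14 in wt (highest other 14) and 16 the real 10 in ΔoxsR (17). Between the strains in NaOCl 20 of 35 splits reached the real 8 lists (14), and between the untreated strains 30 of 35 the real 4 lists (10). The real 0 genes between the untreated strains and for the interaction cannot be set against chance in this way, since each split gives at least 0. For the interaction 33 of 70 splits gave a slope as far from 1 as the real one, 0.0695 on the log2 scale (0.163). Without the cultures numbered 4 the 20 splits for the interaction are too few for a share under 0.05, with 36 genes in the real and 828 in the highest other split, and 4 splits with as many. Splits that call up to 185 (untreated strains), 789 (interaction) and 828 genes (interaction without the cultures numbered 4), where the real counts are 0, 0 and 36, point to a structure of the cultures beyond the groups. The split with 185 genes put ΔoxsR untreated replicate 3 with wt untreated 3 and 4, and so numbers 1 and 2 of both strains on the other side. ΔoxsR untreated has no culture numbered 4, so the contrast of the untreated strains is not balanced over this split. Untreated cultures of the same number correlated between the strains by 0.0484, 0.614 and 0.566 (numbers 1, 2 and 3). Outside the replicate block, the strain contrasts take no account of such a tie.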
